A study of Mus musculus with 6 samples. Its data were reported in "Targeting eRNA‐Producing Super‐Enhancers Regulates TNFα Expression and Mitigates Chronic Inflammation in Mice and Patient‐Derived Immune Cells" (2025).

How the data were processed

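The data were CUT&RUN profiles of bone marrow-derived macrophages (BMDMs) from C57BL/6 mice. In CUT&RUN, an antibody tethers a nuclease to chromatin, and the DNA fragments that the nuclease releases are sequenced. Cells were treated for 1 h with lipopolysaccharide (LPS), a bacterial cell wall component that activates macrophages, or with PBS as the unstimulated control. The 6 samples were 1 library each for H3K4me1 (histone H3 monomethylated at lysine 4, a mark of enhancers), H3K27ac (histone H3 acetylated at lysine 27, a mark of active enhancers and promoters) and control IgG under each treatment. Groups were taken from the sample labels. The 4 libraries with a peak list were analysed. The 2 IgG libraries were not analysed here on their own.

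According to the methods, the authors trimmed the paired-end reads, aligned them to GRCm38 with Bowtie2, excluded blacklisted regions and called peaks with MACS2 in the nf-core CUT&RUN pipeline. Peaks were called per library, with no pooling. Each deposited list gives the position of a peak and of its summit, with 4 values per peak. The deposited score was a whole number derived from the q-value and was not used. The fold enrichment, a ratio of fragment coverage at the summit to the local background, was computed by the authors' peak caller. The −log10 of the p-value and the −log10 of the q-value at the summit were also the authors' own values. The smallest −log10 q in each deposited list lay just above 2, which corresponds to a q-value of 0.01. Fold enrichment and −log10 q were used here to describe, rank or filter peaks within a list. The values themselves were not compared between lists, because both depend on the depth and the control of that library. Counts of peaks left by a common limit were compared, and fold enrichment also entered the recovery of depth described below.

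Peak lists were compared with bedtools 2.31.1. A peak was counted as overlapped when it shared at least 1 bp with a peak of the other list. Shares are given with a 95% Wilson confidence interval, which covers counting error only. The share to be met by chance was taken from 100 random placements of the query peaks on their own chromosomes outside assembly gaps. Genes and transcription start sites (TSSs) were taken from GENCODE release M21, which uses the same GRCm38 build as the lists and is another release than the one the authors used. A peak was called a promoter peak when it overlapped the 1000 bp on either side of a TSS, and distal otherwise. Gene lists were written before the data were examined and comprised 40 primary LPS response genes, 35 late or interferon-dependent response genes, 30 macrophage identity genes and 30 genes of other tissues. For each list the share of genes with a peak within 10 kb of the TSS was set beside 10000 random lists of the same size. The percentile is the share of random lists with fewer such genes, and ties were not counted. The random lists were drawn from protein-coding genes with a PBS H3K4me1 peak in the same window, and the genes compared were limited to list members that also had one. The limits of the TNF-9 region, of the interval deleted in the knockout mice, and the sequences of antisense oligonucleotides (ASOs) and guide RNAs were those in the body of the study, and the oligonucleotides were matched exactly to both strands of GRCm38. The composition of H3K27ac peaks was taken over the 200 bp on either side of the summit, and a summit was called mostly repeat-masked when at least 50% of that sequence was.

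The lists give no read totals. Depth was therefore recovered from the values themselves. MACS2 computes fold enrichment with a pseudocount of 1 and p from a Poisson distribution, so that both values together fix the number of fragments at a summit and the local control level. A single scaling factor per library was fitted to the 40 most frequent pairs of values and then applied to all peaks. It returned the deposited p-value, within 0.002 in −log10 units, for 99.99% of PBS H3K4me1 peaks and for 100% of the peaks in each of the other lists. Smaller scaling factors matched both H3K27ac lists as well, but would need every summit count in a list to be a multiple of the same number, and the largest factor was used. The lowest control level shared by at least 1% of peaks was taken as the genome background. With the smallest peak width as the mean fragment length, it gave the number of treatment fragments and of control tags. On simulated lists with known scaling and background, the control level was recovered for at least 99.98% of peaks in each of 4 simulated libraries.

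With 1 library per treatment and antibody, no test between treatments was possible and no p-value is given. Differences between lists describe these libraries, and so do the percentiles of the gene lists among random lists, for which a limit was set beforehand. The genes and peaks named were set by a rule written before the data were examined. It comprised Tnf, Lta, Ltb, Il6, Il10 and Il1b, the 10 peaks with the highest −log10 q in each H3K27ac list and the 5 in each H3K4me1 list (ties by fold enrichment), and the 5 highest H3K4me1 peaks with no overlap under the other treatment, of which fewer may be named. Alternatives comprised a −log10 q of at least 5, a fold enrichment of at least 5, autosomes only, merging of peaks within 1000 bp, an overlap of at least 50% of the query peak in one or both directions, query peaks extended by 500 bp, lists of equal size, a promoter window of 2500 bp, protein-coding TSSs only, gene windows of 1 and 50 kb, random lists from all protein-coding genes, region limits extended by 5000 bp, and random shifts by 50 to 500 kb in place of random placement. Calculations were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.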

Results

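The study searched for transcribed enhancers of macrophages that respond to LPS, and followed one of them upstream of Tnf. The lists described here hold the H3K4me1 and H3K27ac peaks of BMDMs treated with LPS or PBS for 1 h, with 1 library per treatment and antibody. There are no replicates, so no value below has a replicate error, and every comparison is between single libraries. All positions are in GRCm38.

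The H3K4me1 lists were long and of similar size. There were 73049 peaks covering 38.7 Mb under LPS and 64758 peaks covering 31.1 Mb under PBS, a ratio of 1.13 in peak number and 1.25 in covered length. Median peak width was 353 bp under LPS and 335 bp under PBS. The H3K27ac lists were shorter and far apart in size. There were 4200 peaks covering 0.776 Mb under LPS and 52 peaks covering 0.00717 Mb under PBS, a ratio of 80.8 in peak number and 108 in covered length. These H3K27ac peaks were narrow, with a median width of 150.5 bp under LPS and 132 bp under PBS. A −log10 q of at least 5 moved these ratios most. It left 1105 LPS and 9 PBS H3K27ac peaks, a ratio of 123. When both H3K27ac lists were held to the smallest −log10 p of the PBS list, 6.91, a setting chosen after seeing the data, 2947 LPS peaks remained and the ratio was 56.7.

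The depth recovered from the peak values differed little between the H3K4me1 libraries, at 7010000 fragments under LPS and 6860000 under PBS. For H3K27ac it was 5660000 fragments under LPS and 7210000 under PBS. The library with the shorter H3K27ac list was therefore the deeper one, by a factor of 1.27. The median H3K27ac peak rested on few fragments, with 9 at the summit under LPS and 11 under PBS. The median H3K4me1 peak had 17 fragments at the summit under either treatment. Mean fragment length, read as the smallest peak width, was 118 bp and 114 bp in the LPS and PBS H3K27ac libraries, and 143 bp and 142 bp in the LPS and PBS H3K4me1 libraries.

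Whether H3K4me1 was in place before stimulation was addressed by the overlap of the H3K4me1 lists. Of the PBS peaks, 47349 of 64758 (73.1%, 95% interval 72.8 to 73.5%) were overlapped by an LPS peak. Of the LPS peaks, 44676 of 73049 (61.2%, 60.8 to 61.5%) were overlapped by a PBS peak. Random placement gave a mean of 2.76% and 2.39%, respectively. The 20.7 Mb in both lists made up 53.5% of the LPS and 66.6% of the PBS covered length. These shares depended on the definition of a shared peak. With an overlap of at least 50% of both peaks they were 34.4% for PBS and 30.5% for LPS. The share of peaks without a counterpart fell with the strength of the peak. Among the 10% of LPS peaks with the lowest −log10 q it was 60.3% (59.2 to 61.4%), and among the 10% with the highest it was 4.37% (3.92 to 4.86%). The corresponding shares in the PBS list were 44.1% (42.9 to 45.4%) and 2.32% (1.98 to 2.71%).

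**Figure D1:**
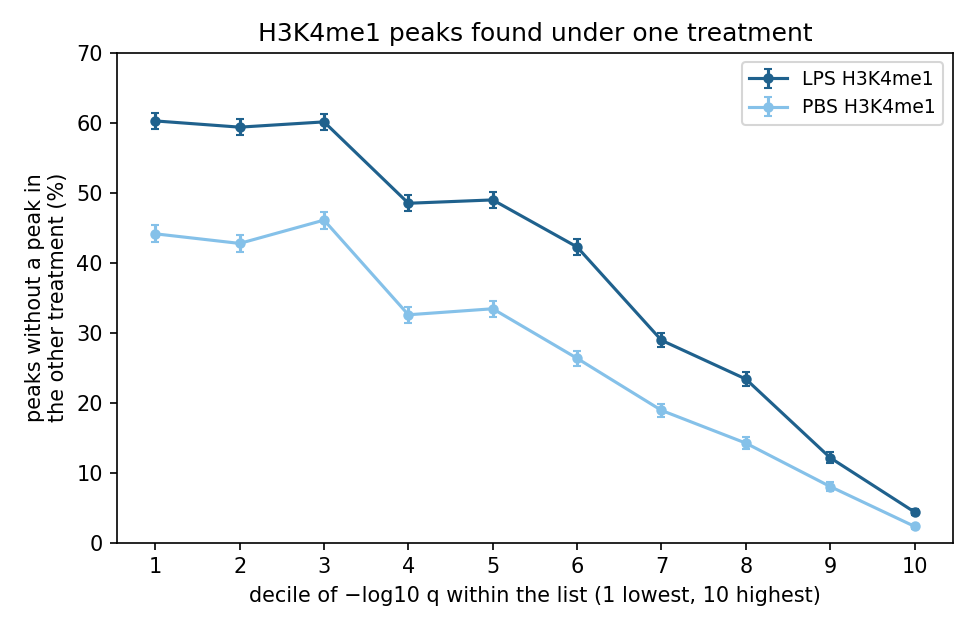
Share of H3K4me1 peaks with no overlapping peak under the other treatment (y axis, %) by decile of −log10 q within each list (x axis, from lowest to highest), with 95% Wilson intervals as bars, for the LPS and the PBS list. The share stayed near its highest level over the lowest 3 deciles and fell to 4.37% (LPS) and 2.32% (PBS) in the highest.

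The strongest LPS H3K4me1 peak was at chromosome 2, 173684774 to 173687626, in an intron of Rab22a, with a fold enrichment of 34.6 and a −log10 q of 69.7 as given by the authors' peak caller. It was followed by a peak at chromosome 3, 157635324 to 157637905, in an intron of Ptger3. The strongest PBS H3K4me1 peak was at chromosome 1, 165186484 to 165189561, across a coding exon of Sft2d2, with a fold enrichment of 24.2 and a −log10 q of 43.6. Among peaks with no counterpart, the highest in the LPS list was at chromosome 3, 88624953 to 88625508, in an intron of Arhgef2, and ranked 53 of 73049. In the PBS list the top 3 peaks with no counterpart all lay on the mitochondrial genome. The next was an intergenic peak at chromosome 6, 39230558 to 39231090, which ranked 130 of 64758.

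Acetylation gained within 1 h was addressed by the overlap of the H3K27ac lists. Of the LPS peaks, 15 of 4200 (0.357%, 0.217 to 0.588%) were overlapped by a PBS peak, and of the PBS peaks, 15 of 52 (28.8%, 18.3 to 42.3%) were overlapped by an LPS peak. Random placement of the PBS peaks gave a mean of 0.0577% and a highest value of 1.92%. The first share was bounded by the length of the PBS list, which held 52 peaks. At a −log10 q of at least 5 in both lists no peak was shared.

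The LPS H3K27ac peak with the highest −log10 q was intergenic, at chromosome 11, 21045721 to 21047342. It was 1622 bp wide, had a fold enrichment of 18.1 and lay 43949 bp from the TSS of Peli1. The next 6 were at promoters, within 61 bp of the TSS of Paxip1, Tmem258, Cdiptos, Tnrc6a, Bccip and Ddx54. These peaks were between 148 and 192 bp wide. The Paxip1 peak was also in the PBS list, where it ranked 10 of 52. It spanned chromosome 5, 27791485 to 27791635 under LPS and 27791487 to 27791635 under PBS, over an untranslated exon. The top PBS peak was at the Sdhc promoter, at chromosome 1, 171150405 to 171150550, with a fold enrichment of 9.51.

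Enhancers were defined in the study by both marks outside promoters, and the lists were therefore compared between marks. LPS H3K27ac peaks were overlapped by a PBS H3K4me1 peak in 1256 of 4200 cases (29.9%, 28.5 to 31.3%) and by an LPS H3K4me1 peak in 1411 (33.6%, 32.2 to 35.04%). Random placement gave a mean of 1.75% and 2.15%. Promoter peaks made up 29.5% (28.2 to 30.9%) of the LPS H3K27ac list, against 4.37% on average after random placement. They were overlapped by H3K4me1 less often than distal peaks. Of 2959 distal peaks, 1112 (37.6%, 35.9 to 39.3%) were overlapped by PBS H3K4me1 and 1188 (40.1%, 38.4 to 41.9%) by LPS H3K4me1. Of 1241 promoter peaks, 144 (11.6%, 9.94 to 13.5%) and 223 (18.0%, 15.9 to 20.2%) were. Both H3K4me1 lists overlapped 923 distal peaks, the PBS list alone 189, the LPS list alone 265, and neither list 1582 (53.5%). An overlap of at least 50% of both peaks moved the overlaps of all LPS H3K27ac peaks most, to 3.52% for PBS and 4.67% for LPS. Of the 52 PBS H3K27ac peaks, 18 (34.6%, 23.2 to 48.2%) were overlapped by a PBS H3K4me1 peak, and random placement gave at most 7.69%.

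**Figure D2:**
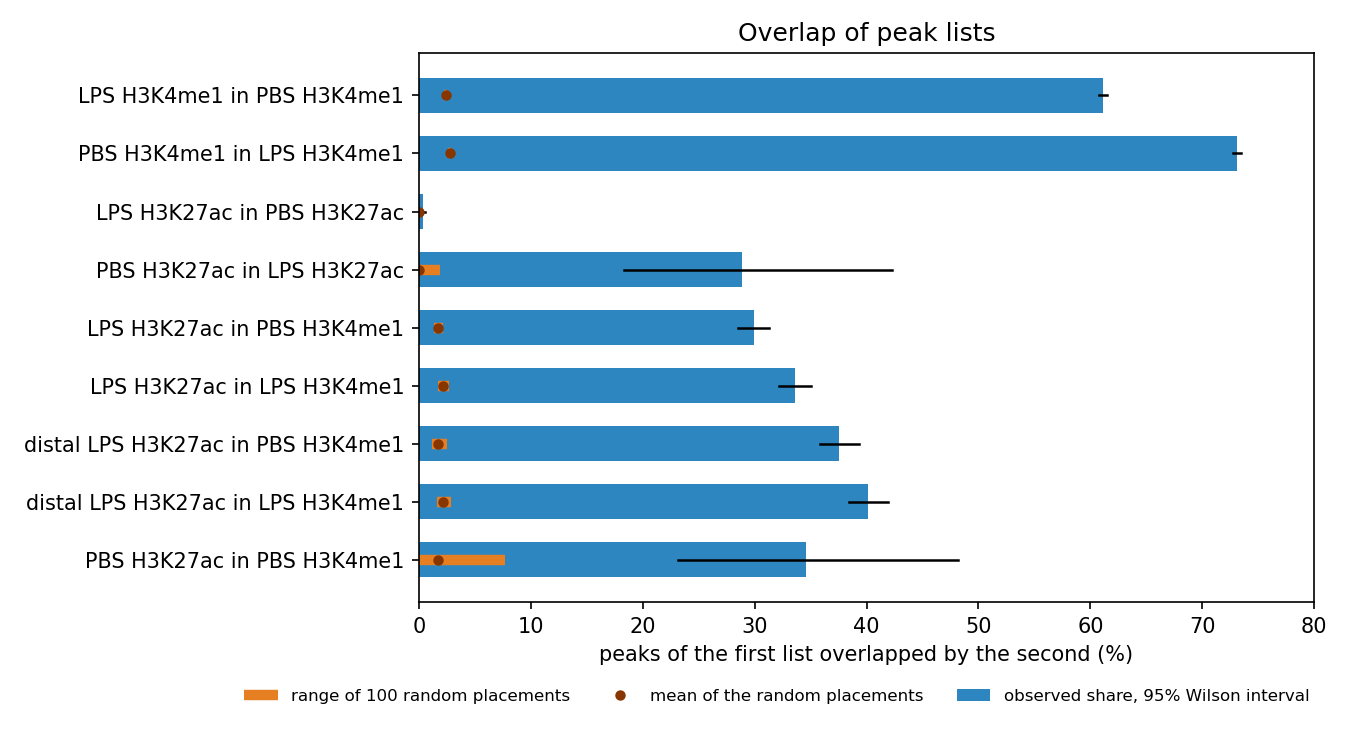
Share of peaks in the first list that were overlapped by at least 1 bp of a peak in the second (x axis, %), one bar per pair of lists, with the 95% Wilson interval as a black line. Orange lines and dark points give the range and mean of 100 random placements, which stayed below every observed share and reached 7.69% at most.

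The position of summits around protein-coding TSSs was examined after the lists had been seen. Within 1000 bp of a TSS there were 1026 LPS H3K27ac summits, 5264 LPS H3K4me1 summits and 3371 PBS H3K4me1 summits. H3K27ac summits were most frequent between 100 and 200 bp downstream of the TSS, where 15.5% (13.4 to 17.8%) of them lay, and only 4.29% (3.21 to 5.71%) lay in the 100 bp upstream. H3K4me1 summits had the reverse arrangement. The 100 bp upstream held 17.9% (16.9 to 19.0%) of them under LPS and 18.8% (17.5 to 20.2%) under PBS, the highest share of any 100 bp interval.

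**Figure D3:**
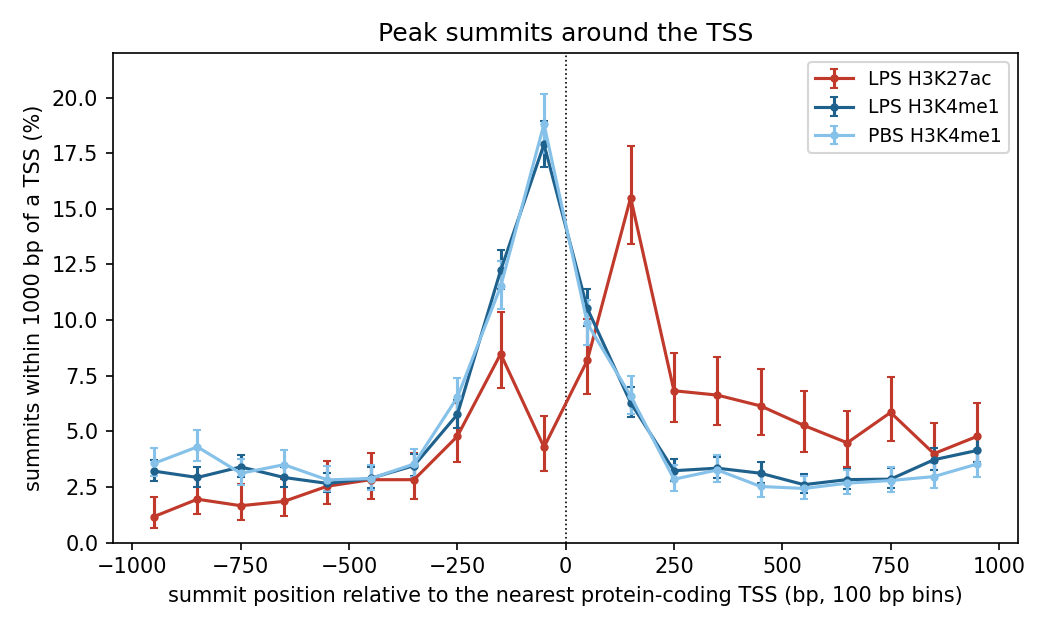
Share of summits within 1000 bp of a protein-coding TSS (y axis, %) in 100 bp intervals (x axis, position relative to the TSS in bp, upstream to the left), with 95% Wilson intervals as bars, for the LPS H3K27ac and both H3K4me1 lists. H3K4me1 summits peak directly upstream of the TSS at 17.9% and 18.8%, and H3K27ac summits peak downstream of it at 15.5%.

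The region around Tnf was examined because the study followed its upstream enhancer, TNF-9. Tnf lies on the minus strand of chromosome 17, from 35199381 to 35202007, with Lta upstream of it at 35203165 to 35205351 and Ltb downstream at 35194439 to 35196320. The TNF-9 region is 1002 bp long, is intergenic and starts 7586 bp upstream of the Tnf TSS. The LPS H3K27ac list had 2 peaks in it. The peak nearer to Tnf spanned 35209731 to 35210103, with a fold enrichment of 5.64 and a −log10 q of 3.75, and ranked 2059 of 4200. The farther one spanned 35210480 to 35210787, with a fold enrichment of 7.26 and a −log10 q of 6.35, and ranked 511 of 4200. At a −log10 q of at least 5 only the farther peak was left. The PBS H3K27ac list had no peak in the region, and its nearest peak was 14815043 bp away. No H3K27ac peak of either list lay within 1 kb of the Tnf or Lta TSS.

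The PBS H3K4me1 list had a peak at 35209161 to 35210115 that reached into the TNF-9 region. It was among the stronger ones, with a −log10 q of 14.9 and rank 2576 of 64758. The LPS H3K4me1 list had no peak in the region. It had one on either side, at 35209051 to 35209470 and at 35210894 to 35211158, and the former overlapped the PBS peak outside the region. With limits extended by 5000 bp there were 3 LPS and 4 PBS H3K4me1 peaks. The interval stated as deleted in the knockout mice is 707 bp long and starts 10869 bp upstream of the Tnf TSS. That is farther than the distance from Tnf stated for it in the study, and the study states its length in more than one way, so its limits are uncertain. It held no peak of any of the 4 lists. The nearest LPS H3K27ac peak was 2089 bp from it, and the nearest LPS and PBS H3K4me1 peaks were 1718 and 1585 bp from it.

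The 3 ASOs and 3 guide RNAs that the study directed at TNF-9 were matched to the genome after the lists had been seen. All of them matched inside the farther LPS H3K27ac peak. ASO1 (TTAGATTTGAGGTTAC) matched at 35210598 to 35210613, ASO2 (GGTTAAACTTGGGTAA) at 35210559 to 35210574 and ASO3 (GGGTGAAGGTTAAACT) at 35210566 to 35210581, each on the minus strand. Guide RNA 1 (ATTTGGGTGAAGGTTAAACT) matched at 35210566 to 35210585 on the minus strand. Guide RNA 2 (TCTAAGCACATACCCCTCAA) matched at 35210609 to 35210628 and guide RNA 3 (AGCTCCGGAGCCTGCAAACC) at 35210480 to 35210499, both on the plus strand. A TGG or AGG followed each guide match. ASO1 and guide RNA 2 lay just beyond the end of the TNF-9 region as stated, and the others overlapped it. The guide RNAs and ASO2 had no other exact match in the genome. ASO1 had 2 exact matches in all and ASO3 had 4, none of the additional ones in a peak of the 4 lists. All matches near Tnf lay at least 2247 bp from the deleted interval as stated.

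**Figure D4:**
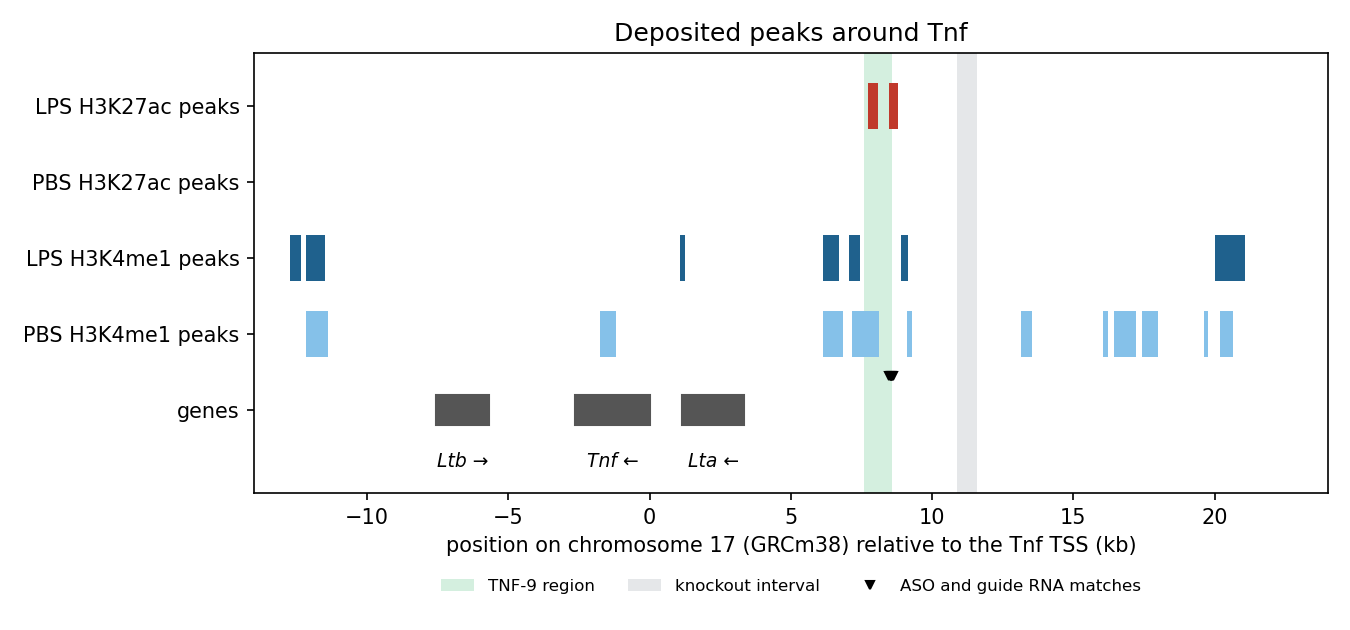
Peaks of the 4 lists (rows) around Tnf on chromosome 17, with position relative to the Tnf TSS in kb on the x axis and upstream of Tnf to the right. Boxes are peaks and genes, shading marks the TNF-9 region and the deleted interval, and triangles mark the ASO and guide RNA matches, which fall in the farther LPS H3K27ac peak, 8473 bp upstream of the TSS.

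The other cytokine genes named, except Lta, differed from Tnf in the number of LPS H3K27ac peaks nearby. Within 10 kb of the TSS, the LPS H3K27ac list had 2 peaks at Tnf, 2 at Lta, 1 at Il1b and 0 at Ltb, Il6 and Il10, and the PBS H3K27ac list had 0 at each. The peaks near Tnf and Lta were the same 2 peaks. The LPS H3K27ac list held 4200 peaks, and its median peak had 9 fragments at the summit. A count of 0 in it is therefore weak evidence for absence of acetylation, and these differences rest on 1 or 2 peaks. At Il6 the PBS H3K4me1 list had a peak 256 bp from the TSS, whereas the nearest LPS H3K4me1 peak was 64764 bp away. At Il10 the nearest H3K4me1 peak was 908 bp from the TSS under LPS and 609 bp under PBS.

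The gene lists asked whether LPS H3K27ac peaks lay near LPS response genes. Of the primary response genes compared, 18 of 34 (52.9%, 36.7 to 68.5%) had an LPS H3K27ac peak within 10 kb of the TSS, against 16.7% of the 8997 background genes. All 10000 random lists had fewer. Macrophage identity genes had one in 15 of 27 cases (55.6%, 37.3 to 72.4%), also more than every random list. The intervals of these 2 gene lists overlapped, and their difference was not tested. Late response genes had one in 9 of 27 cases (33.3%, 18.6 to 52.2%), at percentile 97.2 of the random lists. Genes of other tissues had one in 1 of 6 cases, which is 16.7% and thus the background share. Their percentile was 33.65, since random lists with the same number were not counted. No gene of the 4 lists that was compared had a PBS H3K27ac peak in the window. The window changed these results most. Within 1 kb of the TSS the primary response list fell to percentile 70.7 and the identity list to 55.7. There a peak was found for 15.4% and 11.1% of the genes compared. Only list members with a PBS H3K4me1 peak in this narrower window were compared, which limits what the fall can show.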

Values the study reported

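The study reported 2067 LPS-specific enhancers in mouse BMDMs, which it described as carrying H3K4me1 already before stimulation. They were taken from public ChIP-seq data and not from the CUT&RUN libraries described above. It counted 1058 putative enhancers with transcription in both directions, from BMDMs kept for 1 h with LPS or without it, and 62 elements that met all of its criteria. It gave the TNF-9 region as chr17:35209593 to 35210594 and placed the deletion of 707 bp in the knockout mice at chr17:35212876 to 35213582, about 9 kb upstream of the Tnf start site.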

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

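The test in this part was chosen only after the result was seen. A signal appeared on the mitochondrial genome, which carries no histones and lies outside what the antibodies measure. The PBS H3K4me1 list had 5 peaks there, which together spanned 61.0% of its 16299 bp, and the LPS H3K4me1 list had 2, which spanned 3.07%. Neither H3K27ac list had any. The PBS peaks included the 3 strongest PBS H3K4me1 peaks without an LPS counterpart. Their median fold enrichment was 2.72, well under the median of 6.10 in the list, while their median −log10 q was 30.5 against 5.37 in the list. This combination is consistent with high read coverage of mitochondrial DNA, at which a small difference from the control gives a small p-value. The share of mitochondrial fragments in each library was not measured here, so a larger mitochondrial content of the PBS H3K4me1 library stays open, as does an effect of the treatment on it. Leaving out these peaks and those on the sex chromosomes moved the share of PBS H3K4me1 peaks with an LPS counterpart from 73.1% to 73.4%.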

How the results depend on the processing

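One setting, a common p-value threshold for both H3K27ac lists, was chosen after seeing the data, and the others were set before the data were examined. No paired analysis was possible because there was 1 library per treatment and antibody. No test compared treatments, and only the gene lists were set against a limit, by their percentile among random lists. Every alternative kept the direction of the LPS to PBS ratios of peak number and covered length. The H3K4me1 ratios ranged from 1.10 to 1.29. The H3K27ac ratio of peak number ranged from 54.7 to 123 and that of covered length from 78.2 to 202, the highest in each case at a −log10 q of at least 5.

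Peak lists shortened under stricter thresholds by construction. At a −log10 q of at least 5 there were 1105 LPS and 9 PBS H3K27ac peaks covering 0.259 and 0.00128 Mb, and 43988 LPS and 38539 PBS H3K4me1 peaks. A fold enrichment of at least 5 left 2789 LPS H3K27ac peaks. Merging peaks within 1000 bp left 41536 LPS and 37175 PBS H3K4me1 peaks.

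Overlap shares moved with the definition of overlap. For LPS H3K4me1 peaks in the PBS list and PBS H3K4me1 peaks in the LPS list, they were 41.7% and 58.1% with 50% of the query peak covered, 30.5% and 34.4% with 50% of both peaks, 74.5% and 84.9% with the query extended by 500 bp, 56.1% and 67.4% with a −log10 q of at least 5 in both lists, 73.3% and 83.0% with that limit on the query alone, and 63.9% and 68.9% with lists of equal size. For LPS H3K27ac peaks in the PBS and the LPS H3K4me1 list, they were 25.5% and 29.0%, 3.52% and 4.67%, and 41.8% and 45.9% under the first 3 of these settings. With the limit on both lists the share in the PBS list was 27.7%, with the limit on the query they were 36.8% and 42.3%, and with lists of equal size 5.52% and 5.14%. A low share under the requirement on both peaks follows from the width of H3K4me1 peaks, and a low share at equal size from the loss of most H3K4me1 peaks. For distal LPS H3K27ac peaks in the PBS H3K4me1 list, the share was 39.5% beyond 2500 bp from a TSS and 40.1% at a −log10 q of at least 5 in both lists. In each of these settings except 50% of both peaks and equal size, the shares exceeded 25%.

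The H3K27ac comparison is limited by the 52 peaks of the PBS list. LPS H3K27ac peaks had a PBS counterpart in 0.214% of cases with 50% of the query covered and also with 50% of both peaks, in 0.724% with a −log10 q of at least 5 in the query, and in 3.85% with equal list sizes. PBS H3K27ac peaks had an LPS counterpart in 17.3% with 50% of both peaks, 11.1% with the limit on the query and 3.85% with equal sizes. With the limit on both lists the share was 0% in either direction. PBS H3K27ac peaks were overlapped by PBS H3K4me1 in 1.92% with 50% of both peaks, 55.6% with the limit on the query and 0% with equal sizes. These changes follow in part from the settings. The limit left 9 PBS H3K27ac peaks, and equal sizes cut the longer list to the length of the PBS H3K27ac list. H3K4me1 peaks were wider than H3K27ac peaks, which lowers a share that requires 50% of both peaks. Other causes were not tested. The random expectation rose under shifts by 50 to 500 kb, to 4.65% at most, and stayed under the observed share of every pair of lists.

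At TNF-9 the LPS H3K27ac list had 1 peak at a −log10 q of at least 5, and 0 in the deleted interval in place of the region. The PBS H3K4me1 list had 4 peaks with limits extended by 5000 bp and 0 in the deleted interval, and the LPS H3K4me1 list had 3 with extended limits. The count of 1 follows from the −log10 q of the peak nearer to Tnf, which was 3.75. The other counts follow from the position of the peaks. Within 1 kb of the TSS the primary response list fell to percentile 70.7 and the macrophage identity list to 55.7. This window also limited the genes compared to those with a PBS H3K4me1 peak within 1 kb, and the cause was not tested. The late response list, at percentile 97.2 in the main setting and so just under the limit set beforehand, passed it at 100 within 50 kb, at 99.8 against all protein-coding genes and at 99.4 with a −log10 q of at least 5. Within 1 kb it fell to percentile 84.6. The 50 kb window also raised the list of genes of other tissues, from percentile 33.65 to 93.3, so a high percentile there says less about response genes. Further values were the random expectations, the promoter shares and the shares behind the gene list percentiles. With the share of PBS H3K27ac peaks in the LPS H3K4me1 list, 29 of them moved beyond their interval or range and 16 did not.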

Other observations

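The tests on the IgG control, on the H3K27ac peaks shared between treatments, on H3K4me1 loss at distal sites and on repeats at distal peaks were chosen only after the result was seen. So were the rules by which the tests on identity genes, on repeats and on summits upstream of TSSs are read here.

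The PBS H3K27ac list was 80.8 times shorter than the LPS list. Lower depth of the PBS library is argued against by the recovered fragment numbers, since the PBS library had 1.27 times as many fragments as the LPS library. Macrophage identity genes had an LPS H3K27ac peak in 55.6% of cases and primary response genes in 52.9%, so the LPS peaks were not limited to response genes. Whether the identity genes were acetylated before LPS is not shown by the lists, since with 52 PBS peaks only 0.322% of the background genes had one. Acetylation gained within 1 h and a PBS library with little acetylated chromatin above background therefore cannot be told apart with 1 library each. The recovered controls also differed, with 11280000 tags for LPS H3K27ac and 6730000 for PBS H3K27ac. Whether this affected the length of the lists was not tested. The PBS peaks were not scattered evenly over the genome, since 34.6% of them met a PBS H3K4me1 peak against at most 7.69% in random placements. Cutting of open DNA or high IgG coverage would also fall on such sites, so this share does not show that the peaks carry the mark. A low signal in that library may still explain the length of the list. Absence from the PBS H3K27ac list, including at TNF-9, is therefore weak evidence for absence of acetylation.

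The LPS H3K4me1 list was longer than the PBS list by a factor of 1.13, at 1.02 times the recovered fragments. Depth lay in the same direction as list length, and without reads to thin to equal depth its share in the difference cannot be told apart from other causes. H3K4me1 peaks found under one treatment alone are consistent with peaks near the calling threshold. Their share fell from 60.3% among the weakest LPS peaks to 4.37% among the strongest. Peak width was not held constant. A wider peak meets a counterpart more easily under the 1 bp rule, so a link of width with −log10 q could add to this fall. The share hardly changed over the lowest 3 deciles, and peaks specific to a treatment may be present in addition.

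Of the 4200 LPS H3K27ac peaks, 2548 had no H3K4me1 peak under either treatment. Such peaks held 18.9% repeat-masked sequence on average against 14.5% in the others, the direction that a repeat artefact predicts. Their summit lay in mostly repeat-masked sequence in 11.3% (10.2 to 12.6%) of cases, against 4.60% (3.69 to 5.72%). Mean GC content was 48.8% in both, but 44.2% against 47.4% at distal sites and 56.5% against 55.4% at promoters. The difference in repeats came from distal sites, where peaks without H3K4me1 held 25.1% repeat-masked sequence against 15.4%, and 16.9% (15.1 to 18.8%) of them were mostly repeats against 5.23% (4.17 to 6.53%). At promoters the mean share was lower without H3K4me1 (8.82% against 10.4%), and the share of mostly repeat-masked summits was not detectably different (2.28%, 1.51 to 3.42%, against 1.45%, 0.567 to 3.68%). Repeat content was not measured at random positions, so an excess of repeats over chance was not shown. Repeats may account for a part of the distal peaks without H3K4me1, but this comparison cannot decide it. For the peaks outside mostly repeat-masked sequence, which were the greater part, this measure gives no account, and a difference in the marks stays open.

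H3K4me1 summits near promoters were concentrated in the 100 bp upstream of the TSS, where nucleosomes are usually depleted, and H3K27ac summits were not. A candidate explanation is cutting of open DNA at active promoters that does not depend on the mark. Promoters with such an LPS H3K4me1 summit had an LPS H3K27ac peak in 6.79% (5.36 to 8.58%) of cases, and promoters with a summit 500 to 1000 bp away in 7.93% (6.69 to 9.37%). With PBS H3K4me1 summits the shares were 6.78% (5.07 to 9.01%) and 9.30% (7.66 to 11.2%). The intervals of the 2 shares overlapped under either treatment, although each PBS share lay outside the interval of the other. Both differences were opposite to what that explanation predicts. Broad H3K4me1 domains that happen to peak at the TSS were the other explanation tested. The median width was 273.5 bp against 272 bp 500 to 1000 bp away under LPS, but 239 bp against 262 bp under PBS. Peaks with a summit beyond 1000 bp were wider, with medians of 362 bp under LPS and 342 bp under PBS. Peaks with a summit upstream of the TSS were thus not broad for their list, which goes against that explanation. These medians have no interval, and neither test decided. No biological explanation was tested.

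The 4 lists appear not to have been called against controls of one common size. The recovered control had 11280000 tags for LPS H3K27ac, 6730000 for PBS H3K27ac, 3670000 for LPS H3K4me1 and 3660000 for PBS H3K4me1. The last 2 agree within the rounding of the fragment length, which allows 3640000 to 3670000 and 3630000 to 3660000. One IgG library of fixed size for all lists is argued against by the 3.09-fold range. An IgG library of fixed size per treatment is argued against as well, since the PBS H3K27ac control was 1.84 times the PBS H3K4me1 control and the LPS one 3.08 times. The 2 labelled IgG samples alone give no more than 2 sizes, so subsampling of a control or a control outside these samples stays open. Fold enrichment and q-values of the H3K27ac lists therefore rest on controls of different size, and neither matches the H3K4me1 controls in size. Between the 2 H3K4me1 lists no difference in control size was found.

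The 15 H3K27ac peaks found under both treatments may be places of high IgG coverage. LPS H3K27ac peaks with a PBS counterpart had a median recovered control level of 2.42 tags, and the others 1.2. The median of the 15 peaks stood at percentile 99.7 of random draws of as many LPS peaks, which does not allow for the larger share of promoters among them. The order was the same at promoters (3.1 against 2.01) and at distal sites (1.14 against 1.00), but with 8 and 7 peaks the medians stood at percentiles 94.7 and 65.1 of random draws of the same number. Both kinds of site, acetylated under either treatment or high in any library, cannot be told apart with so few peaks.

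At TNF-9 the PBS library had an H3K4me1 peak and the LPS library had peaks only on its flanks, while H3K27ac peaks were present under LPS. Whether H3K4me1 was lost from acetylated distal sites across the LPS library was examined at the distal LPS H3K27ac summits. Of 2959 summits, 7.43% (6.54 to 8.44%) lay in a PBS H3K4me1 peak alone and 9.77% (8.75 to 10.9%) in an LPS H3K4me1 peak alone. A further 25.5% (23.9 to 27.1%) lay in H3K4me1 peaks of both lists. The sequence covered by 1 list alone was 18.0 Mb for LPS and 10.4 Mb for PBS, a ratio of 1.74, against a ratio of 1.31 at the summits. The longer LPS list alone would give more summits in LPS peaks, so the order of the shares in 1 list alone decides nothing. Most summits in a PBS H3K4me1 peak also lay in an LPS one, which argues against a loss from most of these sites. A loss from a part of them, a change at this site and chance in the call of a single peak all stay open. The ASO and guide RNA matches lay inside the farther acetylated peak, whereas the deleted interval lay 2281 bp beyond the TNF-9 region and held no peak. The coordinates stated for the deletion do not match the distance from Tnf stated for it, and its length is stated in more than one way, so the absence of a peak may reflect the stated position and says little about the sequence that was deleted.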
